A study of Homo sapiens with 183 samples.

How the data were processed

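The study placed barcoded reporter constructs at many genomic positions of K562 cells, an established human leukaemia line that expresses embryonic and foetal globin genes, by transposition. Constructs combined a gamma-globin promoter, the HS2 enhancer of the beta-globin locus and insulator elements, per the labels. The labels list 183 samples in 66 groups from 5 experiments, of which 80 samples belong to experiment 5. Only the single-cell matrix of experiment 5 was analysed here. It belongs to 1 group, the 4 single-cell pools of experiment 5. The other 179 samples, in 65 groups, hold reporter DNA, RNA and integration-site libraries and were not analysed here.

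The deposited matrix holds UMI counts (unique molecular identifiers, 1 per captured transcript molecule) per gene and cell barcode. It was written by Cell Ranger 4.0.0, per the file headers. The genome build, the annotation release, the rule that called cells and any equalisation of depth between libraries are not stated. The feature list pairs gene IDs with names and adds 3 features named PuroRP2AGFP, SB100X and mKate. By their names these are the reporter transcript (puromycin resistance and green fluorescent protein), the Sleeping Beauty transposase and a red fluorescent protein. Of the 33541 features, 33113 had their ID in the table of gene names, and 24 names were used by more than one feature. The number of unused columns of values per sample was 0.

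Barcodes carry a suffix from 1 to 4, called wells here. No label ties a suffix to a pool, and the labels do not say how the pools differ. Values are therefore given per well, or as the range and median over the 4 wells, with no SD and no test. Cells are not replicates, so no p-value was computed from them. Intervals are 95% intervals, exact Poisson for sums of UMIs and exact binomial (Clopper-Pearson) for shares, and cover counting error only.

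Cells with at least 1000 genes and at most 20% mitochondrial UMIs were kept. The mitochondrial limit removed nothing, because the 13 mitochondrial-encoded features hold 0 UMIs. Levels are given as CPM, the UMIs of a gene over all UMIs of the kept cells of a well, times 1000000. For comparisons between cells, each cell was thinned without replacement to 5000 UMIs, the 10th percentile over kept cells (5173 UMIs) rounded down to a whole 1000. Cells below 5000 UMIs were left out of these results, which removed 4764, 662, 198 and 178 cells of wells 1 to 4. The Fano factor is the variance over the mean of thinned counts, and is 1 for counting noise alone. Genes were called varying at a Fano factor of at least 2 in every well, among genes with a thinned mean of at least 0.01 in every well. Genes were called different between wells when the highest well was at least 1.5-fold above the lowest, with at least 100 UMIs in the highest. Relations between fixed gene lists were measured within each well as Spearman's rho of thinned sums, and counted when rho was at least 0.2 in size with one sign in every well. This size rule was set before those values were computed, but after the matrix had been opened. Genes detected in under 5% of thinned cells and in at least 50 cells were ranked by Fano factor. For pairs of varying genes, Pearson's r of log2(thinned count + 1) was taken within each well and its median over wells used. Positions came from a RefSeq gene table on GRCh38.p14, used only to find which genes lie within 1 Mb of each other.

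Named genes were fixed by rule: the globin genes, a list of insulator and globin-locus factors, the added features, and the first 10 genes by Fano factor, by ratio between wells and by Fano factor among rarely detected genes. One gene named by these rules is not reported here. No doublet caller was run, since cells of a single line give doublets of like cells. Barcodes above 2 times their well's median UMIs were left out in an alternative meant to take its place, but in well 1 this removed nearly all deep barcodes and kept the shallow ones, so the effect of doublets was not checked. No cell types were called.

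The functions were tested on simulated data. For the Fano factor, Poisson counts were drawn for 10473 genes in 3000 cells per well, with 200 genes given a Fano factor of 3. The rule called 100% of the 200 genes and 0 others. These genes were drawn from means above the rule's minimum, so recovery of the sparsest genes it admits was not tested. For the ratio between wells, Poisson sums were drawn for the real well totals with 200 genes doubled in one well. The rule called 100% of these and 24 unchanged genes among 14047 genes with enough UMIs, so counting noise alone can pass this rule. The doubled genes, too, were drawn above the rule's minimum of UMIs, and recovery near it was not tested.

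Alternatives covered the cell filter, the weighting of cells, scaling, thresholds, thinning, the correlation measure and leaving out each well. They were listed before the data were examined, except those on the reporter, those on barcodes with at least 20000 UMIs, and another seed for rare and neighbouring genes. Versions were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.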

Results

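Single-cell RNA sequencing (10x droplet libraries) was used in experiment 5 on pools of K562 cells carrying integrated reporters. The matrix held 62422 barcodes and 33541 features, with 1891183596 UMIs in all. Wells 1 to 4 held 25480, 11832, 13086 and 12024 barcodes and 570475294, 428119135, 486098391 and 406490776 UMIs. After the filter on cells, 24935, 11202, 12928 and 11853 cells were kept, 60918 in total. There was no second group with which to compare the pools, and each well is a single library, so no value below has a replicate error.

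Depth differed between wells. The median was 11066 UMIs per cell in well 1, against 36062.5 in well 2, 35106.5 in well 3 and 32408 in well 4. Median genes per cell were 3665, 6009, 5986 and 5735. In well 1, 66.5% of kept cells (95% interval 65.9 to 67.1) had under 20000 UMIs, against 13.7% (13.0 to 14.3), 8.75% (8.27 to 9.25) and 10.4% (9.87 to 11.0) in wells 2 to 4. Among cells with at least 20000 UMIs the medians were 43239, 38431.5, 36382 and 33842.5 UMIs. At an equal 5000 UMIs per cell the median number of genes was 2285, 2226, 2255 and 2226. The alternative that moved the median depth of all kept cells most, from 29708 UMIs to 37230.5, was to keep only barcodes with at least 20000 UMIs, which was chosen after the depths were seen.

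**Figure D1:**
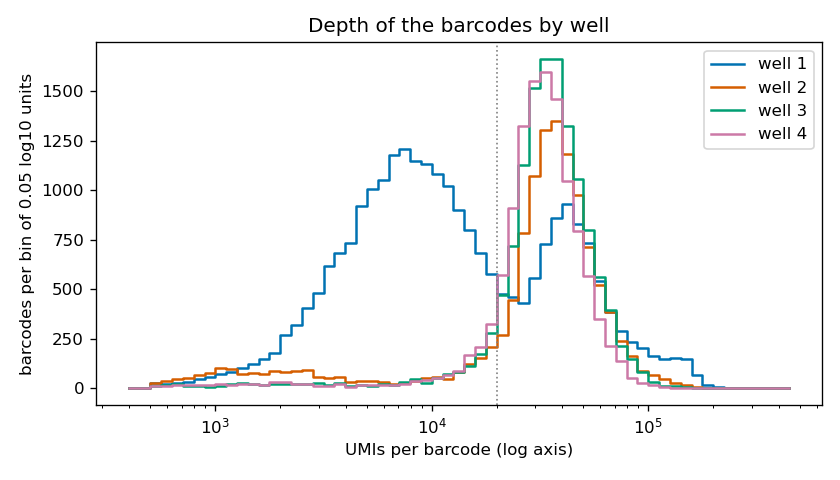
Number of barcodes (vertical axis) by UMIs per barcode (log axis, bins of 0.05 log10 units) for the 4 wells, before any filter, with the dotted line at 20000 UMIs. Well 1 has a second, shallower group of barcodes, and 66.5% of its kept cells lie under 20000 UMIs.

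The reporter transcript was read as the output of the constructs in a cell. Their activity, position and copy number, and any plasmid kept, were not separated here. PuroRP2AGFP (feature MTMG3) was the 5th most abundant feature, after FTL, EEF1A1, RPS2 and GAPDH, with 14211797 UMIs. It made up 0.692% of UMIs in well 1 (95% interval 0.691 to 0.693), 0.761% in well 2 (0.760 to 0.762), 0.762% in well 3 (0.761 to 0.762) and 0.816% in well 4 (0.815 to 0.817), and 0.752% overall. The intervals of wells 1 and 4 overlapped no other, but they cover counting error only, and the difference between wells has no replicate check. Without well 1 the overall share was 0.778%, the largest move among the alternatives.

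Reporter level differed widely between cells. At least 1 reporter UMI was present in 95.8% to 98.4% of thinned cells of a well, and in 98.9% to 99.7% of kept cells unthinned. No cell type that should lack the reporter is present to measure the background of free RNA. Among cells with at least 20000 UMIs, thinned to 5000, the median was 24, 23, 23 and 25 reporter UMIs in wells 1 to 4, and the 95th percentiles were 102, 125, 121 and 131. The 5th percentile was 1 in each well, and 3.28%, 4.06%, 4.09% and 3.97% of these cells had none. Among well 1 cells under 20000 UMIs, the 5th percentile was 8, the median 30 and the 95th percentile 82, and 0.364% (95% interval 0.263 to 0.490) had none. The Fano factor of the thinned reporter count was 29.9 in well 1 and 57.2, 58.5 and 62.3 in wells 2 to 4. A Fano factor rises with the thinning target, and was 217 (median over wells) for cells thinned to 20000 UMIs.

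**Figure D2:**
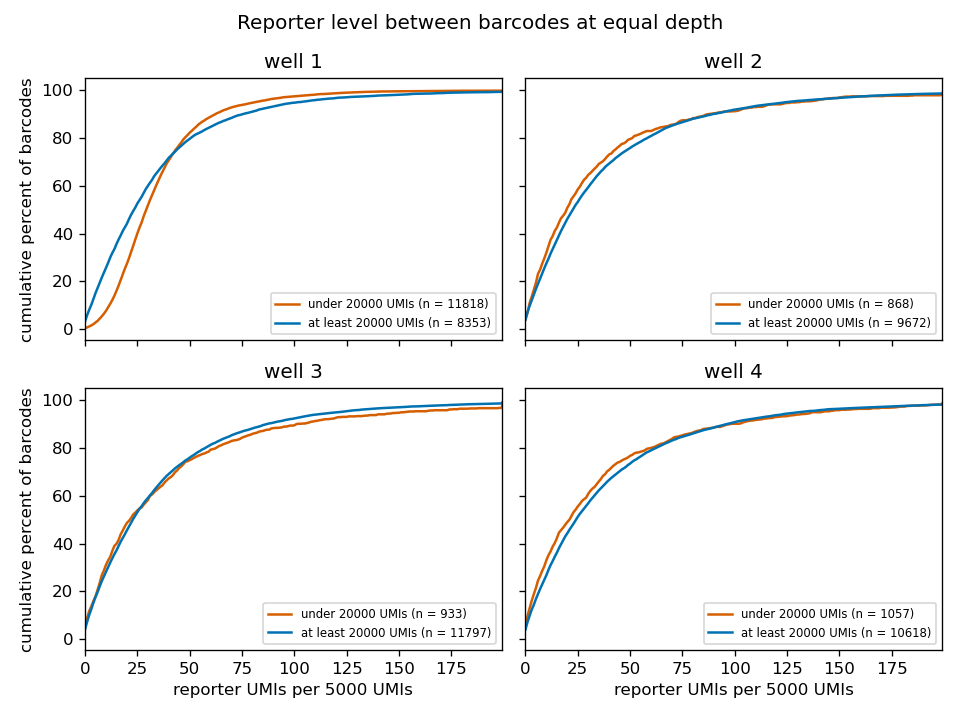
Cumulative percent of barcodes (vertical axis) by reporter UMIs per 5000 UMIs (horizontal axis), for barcodes under 20000 UMIs and with at least 20000 UMIs in each well. In well 1 the curve of the shallow barcodes is steeper, with a 5th percentile of 8 against 1 in the deeper barcodes.

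The other added features were rare. SB100X (MTMG1) was present at 1.57 to 2.02 CPM and mKate (MTMG2) at 2.12 to 3.51 CPM over the wells. A UMI of SB100X was found in 0.313% to 0.377% of thinned cells of a well and of mKate in 0.398% to 0.605%, or 0.826% to 1.05% and 1.07% to 1.27% of kept cells unthinned.

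The globin genes of the cell line are the natural reference for constructs built from globin-locus elements. Together they made up 0.243% of UMIs in well 1 (95% interval 0.243 to 0.244), 0.236% in well 2 (0.235 to 0.236), 0.202% in well 3 (0.202 to 0.202) and 0.211% in well 4 (0.211 to 0.212), and 0.224% overall. The alternative that moved this most was to leave out well 1, which gave 0.216%. HBZ (ENSG00000130656) was the highest at 813 to 1042 CPM, followed by HBE1 (ENSG00000213931) at 631 to 736 CPM and HBG1 (ENSG00000213934) at 425 to 571 CPM. HBD was at 65.6 to 77.3 CPM, HBQ1 at 37.3 to 47.2 CPM and HBG2 at 27.0 to 40.6 CPM. HBA1 was at 3.93 to 5.94 CPM, HBA2 at 4.28 to 5.54 CPM and HBB at 1.20 to 1.47 CPM, while HBM had 89 UMIs in all. HBG1 and HBG2 are near-identical, as are HBA1 and HBA2, so that counting can divide them unevenly. Their sums were 456 to 612 CPM and 8.21 to 11.3 CPM. How reads that match both copies were counted is not stated, so the sums and the globin share may miss some of them. As counted, the reporter was present at a level above that of the whole globin list, which was 2020 to 2433 CPM against 6921 to 8158 CPM.

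Factors that bind insulators or the globin locus were measured as a fixed list. CTCF (ENSG00000102974) was at 74.4 to 84.6 CPM and its paralog CTCFL (ENSG00000124092) at 153 to 171 CPM. The cohesin genes SMC1A, SMC3, RAD21 and STAG2 had medians over wells of 160, 122, 110 and 103 CPM, and STAG1 13.8 CPM. MAZ was the highest of the list, with a median of 337 CPM, followed by KLF1 at 241 CPM, GATA1 at 229.5 CPM and YY1 at 182 CPM. BCL11A had 22 UMIs in all. Apart from BCL11A, USF1 had the largest ratio of highest to lowest well on the list, 1.51.

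**Figure D3:**
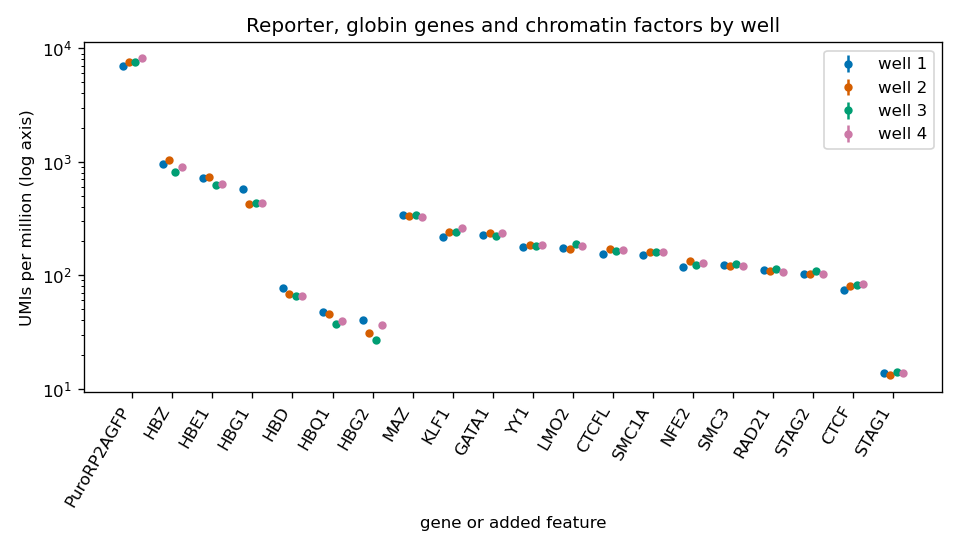
CPM (log axis) of the reporter, 6 globin genes and 13 factors in each of the 4 wells, with 95% Poisson intervals that are mostly smaller than the points. The reporter lies at 6921 to 8158 CPM, above every globin gene shown.

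To find what else differs between cells, genes were ranked by variation beyond counting noise. Of 10386 genes with enough UMIs, 59 had a Fano factor of at least 2 in every well, and the median Fano factor was 1.02. Without thinning the same rule gave 1955 genes, and without well 1 it gave 102. By median over wells the 10 highest were PuroRP2AGFP (57.8), VIM (27.5), PRSS2 (22.3), TIMP1 (19.5), HBZ (18.6), CXCL8 (15.8), DHRS2 (15.0), CALB1 (13.0), MALAT1 (12.8) and mKate (12.8). PRSS2, CXCL8 and mKate had thinned means of 0.0294, 0.0403 and 0.0136 UMIs per cell. Their Fano factors ranged from 10.5 to 89.9, from 3.74 to 32.5 and from 4.06 to 63.2 over wells.

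**Figure D4:**
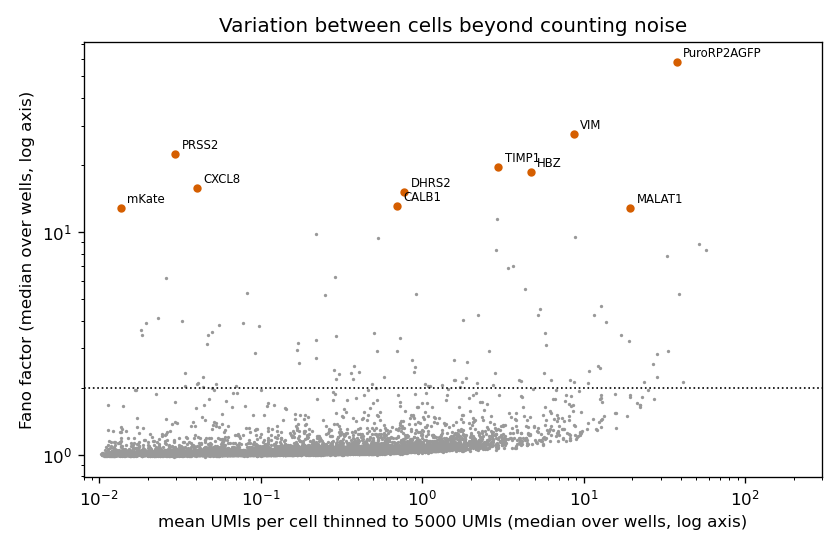
Fano factor against mean UMIs per cell thinned to 5000 UMIs (both log axes, medians over the 4 wells), each point 1 of 10386 genes, with the 10 highest named and the dotted line at 2. The reporter has the largest value, 57.8.

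The sums of the wells were close over most genes. Pearson's r of log2(CPM + 1) across genes, which are not independent replicates, was 0.9983 to 0.9995 for the 6 pairs of wells. Of 14191 genes with at least 100 UMIs in the highest well, 453 passed a 1.5-fold ratio, and the median ratio was 1.12. The highest well was well 1 for 378 of them, and without well 1 the count was 96. MMP1 had the largest ratio, 151 (95% counting interval 51.5 to 736), resting on 605 UMIs in well 1 and 3 in well 2. The next were TFPI2 at 11.0-fold, TMEM176B at 8.75-fold and PRR9 at 7.78-fold, each highest in well 4. The 10 richest barcodes held 99.3%, 100%, 83.0% and 97.5% of the UMIs of these 4 genes in the highest well. AC087393.2, AC027319.1, AC092069.1, AC114947.2, LRRC75A and AC073052.2 followed with ratios from 5.77 to 4.14, all highest in well 1. Their 10 richest barcodes held at most 10.8%.

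Relations between gene lists were computed for 45 pairs of 10 lists. The mitochondrial-encoded list had no UMIs and gave no value. In 2 pairs rho was at least 0.2 in size in every well. Globin and other erythroid genes had a rho of 0.487, 0.591, 0.610 and 0.602 in wells 1 to 4. Heat shock and ribosomal protein genes had a median rho of -0.21. Another 2 pairs passed in wells 2 to 4 but not in well 1. S phase and G2M phase genes had -0.15 in well 1 and -0.20 to -0.22 in the others, and stress response and ribosomal protein genes had 0.0741 in well 1 and 0.219 to 0.221 in the others. The reporter's relations with the 10 lists were all under 0.085 in size. With the globin list its rho was 0.0847, 0.0301, 0.0178 and 0.0259 in wells 1 to 4.

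Genes detected in few cells numbered 6745. Those with the largest Fano factors over all 55116 thinned cells included PRSS2, mKate, AC036222.1, GADD45B, CXCL8, SB100X, AP000692.2, PAEP and ANGPTL4. PRSS2 was detected in 0.876% of cells with a mean of 3.09 UMIs there and a maximum of 171. By well it was in 1.19%, 0.683%, 0.801% and 0.582% of cells, with means of 2.48, 4.88, 3.65 and 2.54 UMIs there. AC036222.1 was in 94 cells with a mean of 6.13 UMIs, and CXCL8 in 909 cells with a mean of 2.42 UMIs.

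Whether neighbouring genes vary together was asked among the varying genes, of which 55 of 59 had a position. The median r was 0.229 for 5 pairs within 1 Mb, 0.0355 for 88 pairs elsewhere on the same chromosome and 0.0360 for 1392 pairs on different chromosomes. With 5 pairs the first value is a description only.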

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

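Tests of HBG1, of the reporter Fano factor, of the relation of globin and erythroid genes and of chance were chosen after the results were seen. Tests of variation in shallow against deep barcodes were set before their results, but after the narrower reporter spread in shallow barcodes of well 1 had been seen. For 52 results, the gap between the most extreme well and its nearest neighbour was divided by the range of the 4 wells. HBM and BCL11A, with few UMIs, were left out. In 10 results this passed the 95% critical value of Dixon for 4 samples, where chance gives about 1 in 20, or 2.6 of 52, and in 9 of the 10 well 1 stood apart. Results are related to each other, so these are not 9 separate signs. The wells are not mapped to pools, so no biological explanation was tested.

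Well 1 stood apart in its 25480 barcodes (gap over range 0.908), 24935 kept cells (0.874), median of 11066 UMIs (0.854), median of 3665 genes (0.883) and share of cells under 20000 UMIs, 66.5% (0.915). At an equal 5000 UMIs, 63 genes other than the added features that varied between deep barcodes in every well were compared between shallow and deep barcodes. The median ratio of the excess of their Fano factors over 1, shallow over deep, was 0.495 in well 1, and 58 of the 63 genes were below 1. In wells 2 to 4 it was 2.13, 2.37 and 2.29. A ratio of 0.495 argues against shallow barcodes of well 1 being intact cells that differ from deep ones in depth alone, which would put it near 1. It is consistent with mixed RNA of many cells making up part of the UMIs of these barcodes, or filling some of the barcodes. Mixed RNA alone in all of them would put the ratio near 0 and the Fano factor of the reporter near 1, which was 20.2. The reporter was not affected alone, since the median ratio of HBZ, HBE1 and HBG1 in well 1 was 0.552. Not every gene varied less in well 1. Over all its thinned cells, the Fano factor of MALAT1 was 18.2, against 11.0 to 13.3 in wells 2 to 4. That of NEAT1 was 4.89, against 2.16 to 2.72. The cause of these 2 was not tested. A subset of cells that are truly more alike stays open, as do the authors' cell calling, which is not stated, and the reason why shallow barcodes of wells 2 to 4 vary more than deep ones.

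HBG1 was at 571 CPM in well 1 and 425 to 436 CPM in the others (gap over range 0.923), and the sum of HBG1 and HBG2 stood apart likewise (0.930), so division of counts between these copies does not account for it. Among barcodes with at least 20000 UMIs HBG1 was at 585 CPM in well 1 and 425, 436 and 429 CPM in wells 2 to 4 (0.928), which argues against the shallow barcodes as its source. A difference between libraries and a difference between pools both stay open and were not tested.

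The reporter Fano factor of 29.9 in well 1 (gap over range 0.843) became 44.0 among barcodes with at least 20000 UMIs, against 55.9, 54.4 and 61.1 in wells 2 to 4, and the gap over range fell to 0.606. The shallow barcodes are thus a candidate source of most of this gap, although well 1 was still the lowest. The rho of globin and erythroid genes was 0.487 in well 1 (0.851). Among barcodes with at least 20000 UMIs, thinned to 20000, it was 0.722 against 0.727 to 0.740 in the others, and the gap over range was 0.232. Here the deeper thinning changed along with the barcodes.

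STAG2 stood apart in well 3 (gap over range 0.858), with a ratio of highest to lowest well of 1.06. It was the 1 result with a well other than well 1 apart. At this number of results chance cannot be told apart from a real difference, because no well has a replicate.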

How the results depend on the processing

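No paired analysis was possible because only 1 group of samples was analysed here, its wells carry no replicate number from the labels, and no result comes from a test. All results on barcodes with at least 20000 UMIs, and all alternatives for the reporter, were chosen after seeing the data. A median or share was counted as moved when it left its 95% counting interval, which is very narrow at this depth. Most such moves are small in size.

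Without a filter the medians were 29159.5 UMIs and 5570.5 genes per cell, against 29708 and 5610. The stricter filter gave 31177 and 5711. Leaving out high-UMI barcodes gave 26591 and 5372, and keeping only barcodes with at least 20000 UMIs left 40440 cells with 37230.5 and 6083. Thinned cells had a median of 2256 genes. The mitochondrial share was 0 under every filter, which says nothing of stability.

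The globin share of 0.224% became 0.216% without high-UMI barcodes, 0.222% among barcodes with at least 20000 UMIs, 0.226% as a mean of shares per cell and 0.228% in thinned cells. Leaving out each well gave 0.216% to 0.232%. The reporter share of 0.752% became 0.766%, 0.755%, 0.738% and 0.744% under the same 4 alternatives, and 0.735% to 0.778% without each well. In well 1 the limit on high-UMI barcodes left 17000 of 24935 cells and removed nearly all of the 8353 cells with at least 20000 UMIs, because the median of this well is low. Values under this limit, in each result below too, are therefore no check on doublets. The total without mitochondrial and ribosomal protein genes raised all 37 globin and factor levels by the same factor of 1.15.

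The 59 varying genes became 135 at a Fano factor of at least 1.5, and 27 at 3. Without thinning they were 1955, at a thinning target of 2500 UMIs 26, and among cells with at least 20000 UMIs thinned to 20000 they were 352, all 59 included. A Fano factor grows with the counts per cell by construction. At the same target of 5000 UMIs, barcodes with at least 20000 UMIs gave 64 genes, of which 50 were among the 59, and leaving out high-UMI barcodes gave 44, all among the 59. Without a well the count was 59 to 102, the highest without well 1. Since the rule asks for every well, leaving out a well can only keep or raise this count. The reporter Fano factor of 57.8 became 30.3 at the lower target and 217 at 20000 UMIs, for the same reason. It was 57.2 to 58.5 without each well.

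The 453 genes differing between wells became 2181 at the lower ratio tried and 78 at 2-fold, and 2307 with at least 20 UMIs and 137 with at least 500. Sparse genes pass more often by counting noise. Without high-UMI barcodes there were 753, of which 220 were among the 453. Among barcodes with at least 20000 UMIs there were 295, of which 221 were among the 453. Without a well the count was 96 to 402, the lowest without well 1, and 247 without well 4, so 1 library decides much of this count. By construction, a gene's ratio can only stay or fall when a well is left out. Apart from the tests on shallow barcodes and on genes carried by a few cells, the cause was not tested.

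The 2 related pairs of gene lists became 1 with Pearson's r of log2 sums, where heat shock and ribosomal protein genes were no longer counted, and 5 among cells thinned to 20000 UMIs. Without a well the count was 2 to 4, the highest without well 1. This count, too, can only stay or rise when a well is left out. Neither of the 2 changed sign. The rho of reporter and globin list stayed between 0.0242 and 0.0372 under every alternative run, as a median over wells. The rule for rarely detected genes named the same 10 genes at 10% and at 2%, and 9 of them with another seed.

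Depth limits what can be said of rare features. The ratios of MMP1, TFPI2, TMEM176B and PRR9 rest on a few cells.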

Other observations

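Tests of well differences, of SB100X and mKate, and of whether rare genes fall in one well were chosen after the values were seen. Where wells are compared, no biological explanation was tested, since wells are not mapped to pools.

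The 13 mitochondrial-encoded genes held 0 of 1891183596 UMIs, which allows up to 0.00159 CPM for counting error. The MTRNR2L genes, nuclear copies of a mitochondrial ribosomal RNA, held 884 CPM together, led by MTRNR2L8 at 504 CPM and MTRNR2L12 at 347 CPM. Over the 4 members with enough UMIs the median pairwise r between deep cells was 0.129. Random lists matched on expression had a median of -0.0021 and a 95th percentile of 0.0132 over 10000 draws. This is consistent with mitochondrial reads counted on nuclear copies, as would follow if mitochondrial sequence was not among the counted targets. Reads from one nuclear copy spread over the others would give the same and stay open. Whether mitochondrial counts were removed or never made is not stated.

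The reporter hardly followed the cells' own globin genes. A lack of UMIs is argued against, because in the same cells, thinned to 20000 UMIs, globin and other erythroid genes had a median rho of 0.733 over wells, while reporter and globin had 0.0722, 0.0300, 0.0242 and 0.0295. The reporter's Fano factor there was 174, 218, 216 and 242. A candidate explanation is that construct, position and copy number set the reporter level more than the erythroid state of the cell. The map from cells to integrations that would test it was not used here.

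SB100X reached at least 10 UMIs in 62 barcodes and mKate in 97, with maxima of 377 and 572 UMIs. Free RNA alone would give the deepest barcode 0.428 UMIs of SB100X at its mean share. Both features reached 10 UMIs in 12 barcodes, against 0.121 by chance pairing within wells and within the barcodes above or below the well median depth, so the 2 were not distributed independently. Such barcodes were found in all wells, 13 to 20 per well for SB100X and 18 to 27 for mKate. At 20000 to 100000 UMIs, the 123 barcodes with at least 10 UMIs of either had a median of 130.0 reporter UMIs per 10000, against 46.9 in 39374 others, a ratio of 2.77. Their median depths were close, 39283 and 36820.5 UMIs, so depth does not account for it. Plasmid kept or integrated along with the reporter may be the source, which was not tested.

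Of the 453 genes past 1.5-fold between wells, the 10 richest barcodes held over 50% of the highest well's UMIs in 20 genes, or 4.42%, so few cells do not account for most of the differences. A first form of this test, which left the 10 richest barcodes out of every well, brought 10 genes under 1.5-fold. It was replaced because another well could become the highest on a few remaining UMIs. For MMP1, TFPI2, TMEM176B and PRR9 the share was at least 83.0%, so a few cells carry these ratios. Among barcodes with at least 20000 UMIs, 326 of the 453 genes kept 100 UMIs, and 32.2% of them fell under 1.5-fold. Of 113 genes that kept 500 UMIs, 35.4% did. The shallow barcodes of well 1 thus do not account for most of the genes that kept these counts, taken over all wells. These shares cover genes highest in any well. They were not computed for the genes highest in well 1 alone, so they do not decide for those. A further 127 genes did not keep 100 UMIs and are undecided. In all, 221 of the 453 genes passed both rules among these barcodes. The 6 named genes highest in well 1 had lower ratios there: AC087393.2 went from 5.77 to 4.04, AC027319.1 from 4.83 to 1.87, AC092069.1 from 4.76 to 2.41, AC114947.2 from 4.45 to 2.56, LRRC75A from 4.29 to 1.88 and AC073052.2 from 4.14 to 2.51. The shallow barcodes may thus add to these 6 ratios, all of which stayed above 1.5. For the 378 genes highest in well 1 the median ratio went from 1.66 to 1.57. All these ratios among deep barcodes set the highest well over the lowest, whichever wells those were. No minimum number of UMIs was asked for, so sparse genes are included. AC027319.1 had only 102 UMIs in well 1 before the restriction. A library difference stays open.

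Cells with at least 5 thinned UMIs of a rarely detected gene, added features aside, numbered 87 among barcodes with at least 20000 UMIs. Their median reporter count was 25, against 24 in the others, a ratio of 1.04, and 0.875 over 59 cells without CXCL8. Median HBE1 counts were 2 in both, but HBZ was 0 against 1 and HBG1 1 against 2, lower in these cells. Cells of a line without the reporter would show far less of it. This argues against such a line as the source of most of these 87 cells, and a part of them from elsewhere stays open. Such cells under 20000 UMIs were not compared in this way, so their source is undecided. Over all thinned cells, shallow ones included, 7 of the 10 genes, or 5 of the 8 without the added features, had a cell with at least 5 UMIs in every well. None of the 10 had such cells in a single well, which argues against one clone in one well. Rare cell states and clones shared by the wells stay open.

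For neighbouring genes, the median r within 1 Mb was 0.229 without pairs of one gene family, over 3 pairs. This is too few, so reads shared between copies cannot be told apart from other sources of the relation.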
